A study of Mus musculus with 6 samples. Its data were reported in "The cholesterol transporter NPC1 is essential for epigenetic regulation and maturation of oligodendrocyte lineage cells" (2023).

How the data were processed

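Nuclei were isolated from frozen forebrain of 3 WT and 3 Npc1-/- mice at postnatal day 16, and 1 droplet library (10x Genomics Chromium, 3' chemistry with unique molecular identifiers, UMIs) was made per mouse. The deposited data are 1 matrix of UMI counts that joins 6 libraries. Per the file headers, the count matrix was written by Cell Ranger as whole-number UMI counts per gene and barcode, with no normalization. The authors describe alignment with STARsolo to GRCm38, removal of empty droplets, multiplets and nuclei of high mitochondrial share, removal of rarely detected genes, imputation and log-normalization. The matrix therefore appears to come from another alignment than the one described, and how it relates to the data the authors analysed is not given in the sources used here. At least part of the described filters had not been applied to it, because 7041 of its 32285 genes had under 10 UMIs and 11 of its 75878 barcodes had a mitochondrial share at or above 10%. Whether multiplets had been removed from it, whether reads were subsampled to equal depth when the libraries were joined, and which annotation release was used are not given in the sources used here.

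Each barcode consists of 16 bases and a suffix from 1 to 6 that names the library. A key from suffix to mouse was not given in the sources used here, and suffix order, library size and expression values were not used in its place. All nuclei were therefore described together, and libraries were named by suffix only. No comparison of WT with Npc1-/- was made, and every test planned for that comparison was left out. The genotype effect on gene expression, on shares of nuclei and on gene sets is not analysed here. Values over the 6 libraries are given singly, or as range and median, and libraries were never treated as replicates of a group. A pooled description without a genotype test, the marker lists, the gene sets and the rule for the genes named were fixed before the data were examined. That description was planned for barcodes that carry no library name, with all nuclei as 1 sample. It was adapted here to barcodes with a suffix. Class values per library and ratios between stages were not part of the plan for it.

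Barcodes with a mitochondrial share of UMIs at or above 10%, the threshold named in the study's methods, were left out, which removed 11 and kept 75867 nuclei. Counts were scaled to 10000 per nucleus and log-transformed, and the 3000 most variable genes (dispersion standardized within 20 bins of mean expression) were centred, scaled and limited to a value of 10. The first 30 principal components gave a graph of the 20 nearest neighbours, which was clustered with the Leiden algorithm (leidenalg 0.10.2) at resolution 1.0. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and scanpy 1.11.5 was used. No imputation and no integration across libraries was applied.

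Clusters were named from 15 fixed marker lists by the mean standardized log expression of each list. A cluster stayed unnamed if fewer than 3 markers or under 50% of the list were detected, if mitochondrial, haemoglobin or ribosomal genes were among its leading genes, if markers of another class outnumbered its own among the 10 genes of highest fold, if 75% or more of the markers of an unrelated class were at least 2-fold enriched, if 2 classes scored within 0.25 of each other and no marker of the best was among those 10 genes, or if the median depth of its nuclei, relative to that of their library, was under 33.3% and, again, no marker was among them. These limits were set after the clusters had been seen. Cluster 38, with 1 marker among its 10 genes, was named immature, although its score for the immature list (2.402) was close to that for the mature list (2.179). Cluster 31 was named OPC-like with 2 OPC markers (Pdgfra and Vcan) and as many immature markers (Bcas1 and Bmp4) among those genes, and Bcas1os2, Neu4 and Inava were shared with immature cluster 16 too. Cluster 30 was named microglia-like with no microglia marker among them, and no list for macrophages was fixed. The excitatory neuron-like and astrocyte-like clusters also had no marker of their class among their 10 genes of highest fold. Of 48 clusters, 31 received a name in 14 classes, and 17, with 29.4% of nuclei, did not. On simulated nuclei of the 14 classes (600 per class, drawn from the class profiles), 100% received the right name. That simulation drew every nucleus of a class from 1 profile and held no doublets, so it checks the code and not the purity of the real classes.

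Expression per class is the sum of UMIs of a gene over the nuclei of a class, scaled to CPM by all UMIs of the class. Sums carry exact Poisson intervals, shares of nuclei carry exact Clopper-Pearson binomial intervals, and ratios of sums carry exact intervals from the binomial distribution of the 2 counts, all at 95%. These intervals cover counting error only and not the variation between mice. Where no UMI was counted, 3 counts were taken as the floor. The ratio step was tested on simulated data with 32285 genes, in which 200 genes were changed between sections of the OPC-like class. Each changed gene had a high expected count and a 2-fold change, up or down. All 200 came out in the right direction, with a median signed log2 error of 0.031. Smaller changes and sparse genes were not covered by this test. After allowance for the shift that the changed genes gave all others, 94.0% of the exact intervals held the true ratio. For shares of nuclei with an Mbp UMI, and with an Xist UMI across classes, each nucleus was thinned to 2000 UMIs, shallower nuclei were left out, and the unthinned share is given beside it. Xist shares in nuclei of over 5000 UMIs were not thinned, since the median depths of those nuclei were close in the 3 libraries compared.

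The genes named are Npc1 in every class, the genes the study's text names or measured beside the nuclei (Ezh2, Cspg4, Smoc1, Enpp6, Dusp15, Mbp, Sox10, Olig2, Lhfpl4, Cpeb1, Kcna6, Kdm6a and Kdm6b) in the oligodendrocyte-lineage classes, Xist and 4 Y-linked genes (Ddx3y, Uty, Kdm5d and Eif2s3y) per library, and members of the fixed sets. Parts of the rule that need calls between genotypes named no gene. Cspg4, Smoc1, Enpp6, Dusp15 and Mbp are on the marker lists that named the clusters, so their differences between stages are not reported as results. The fixed sets reported were cholesterol biosynthesis (22 genes), neuronal and synaptic (26), H3K27 methylation (9) and microglial activation (19, of which 18 were found in the matrix by symbol). Another gene under this rule, and a set that holds it, are not reported here. Genes outside this rule were chosen after their values were seen and are named as such. Positions are from GENCODE vM21 on GRCm38, in which 32235 of the 32285 gene identifiers of the matrix were found. The matrix's own annotation release may differ from it.

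Doublets were not removed in the main analysis. Scrublet, as implemented in scanpy, was run per library to test their effect. Its automatic threshold called 1057, 952, 1324, 5, 0 and 5 nuclei in libraries 1 to 6, at most 0.061% of the nuclei in libraries 4 to 6, so those calls were not used. In their place the nuclei of highest score were removed in each library at a rate of 0.8% per 1000 nuclei, 8005 nuclei (10.6%) in all. Other alternatives were Leiden resolutions of 0.5 and 2.0, a stricter filter (at least 500 genes and a mitochondrial share under 5%), clustering without oligodendrocyte markers, scaling of class sums by TMM factors (edgeR 4.0.16 in R 4.3.3), each library left out in turn, and cluster 31, 38 or 30 set aside from its class. The Scrublet rate, the clustering without markers, the TMM scaling and the clusters set aside were added after the data had been seen.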

Results

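Loss of the cholesterol transporter NPC1 causes Niemann–Pick disease type C, and the study asked which forebrain cell types respond to it early in life. Single-nucleus RNA sequencing (snRNA-seq), which counts the transcripts of individual nuclei captured in droplets, was performed on the forebrain of 3 WT and 3 Npc1-/- mice at postnatal day 16. The counts of all 6 libraries came joined in 1 matrix, and which library belonged to which mouse was not given in the sources used here. The 2 genotypes were therefore not compared. The data were described as the make-up of the forebrain at this age, the expression of Npc1 across classes of nuclei, and the differences between stages of the oligodendrocyte lineage, first over all nuclei and then within each library.

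The matrix held 75878 barcodes and 497750379 UMIs. Libraries 1 to 6 held 13773, 16118, 14789, 12189, 10792 and 8217 barcodes, with a median of 12981. Total counts per library were 88681831, 107583300, 99530018, 83020972, 67590605 and 51343653 UMIs. The median nucleus had 4704 UMIs in library 1, 4940.5 in library 2, 5143 in library 3, 5439 in library 4, 4487 in library 5 and 4469 in library 6. The lowest UMI count of a barcode ranged from 415 in library 6 to 2172 in library 4. The median mitochondrial share of UMIs ranged from 0.0204% to 0.186% over the libraries, and 11 barcodes at or above 10% (9 in library 2 and 2 in library 6) were left out.

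Clustering separated 48 clusters. Excitatory neuron-like nuclei made up 17.9% of the 75867 nuclei kept (95% exact binomial interval 17.7 to 18.2), astrocyte-like nuclei 10.9% (10.7 to 11.1), striatal projection neuron-like nuclei 7.98% (7.79 to 8.18), microglia-like nuclei 5.55% (5.39 to 5.72), inhibitory neuron-like nuclei 4.45% (4.30 to 4.60) and endothelial-like nuclei 4.12% (3.98 to 4.26). Neuroblast-like, fibroblast-like, ependymal-like, pericyte-like and choroid plexus-like nuclei made up 3.53%, 2.75%, 1.095%, 0.898% and 0.522%. Clusters without a name held 29.4% of nuclei, and between 28.0% and 32.0% in each library. Of all nuclei, 12.7% lay in 4 clusters with too few detected markers, and 3.85% in 7 clusters with markers of 2 classes. A further 10.7% lay in 2 clusters that had mitochondrial, haemoglobin or ribosomal genes among their 10 leading genes. Among the clusters with too few detected markers, clusters 4, 8 and 18 were deep, at medians of 7308, 9450 and 9279 UMIs. Cluster 8, with 2925 nuclei, scored best for excitatory neurons but had only 4 of their markers detected. The excitatory neuron-like share may therefore be too low, beyond what its interval covers. In 3 classes a cluster of nuclei with many UMIs carried much of the class sum. These were cluster 24 with 57.0% of the UMIs of the microglia-like class, cluster 25 with 55.8% of the mature class and cluster 31 with 40.6% of the OPC-like class, at median depths of 9755, 7105.5 and 11143 UMIs. Cluster 31, with 638 of the 4060 OPC-like nuclei, shared 5 of its 10 leading genes with immature cluster 16. Ratios to OPC-like nuclei were therefore also computed without cluster 31 for Npc1, Ezh2 and the cholesterol, H3K27 and neuronal sets. Those for Sox10, Olig2, Lhfpl4, Cpeb1, Kcna6, Kdm6a, Kdm6b and the microglial activation set were computed only with cluster 31 included. Cluster 30, with 670 of the 4214 microglia-like nuclei, was led by Mrc1, F13a1, Cd163 and Gpnmb, which are not on the microglia list, and no list for macrophages was fixed, so the class may hold macrophages as well. Several classes differed between libraries by more than their counting intervals. The endothelial-like share, for example, ranged from 1.64% (1.38 to 1.94) in library 6 to 5.13% (4.78 to 5.49) in library 3, with a median of 4.75%.

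The study divided the oligodendrocyte lineage into oligodendrocyte progenitor cells (OPCs), immature oligodendrocytes and mature, myelin-forming oligodendrocytes, and the same stages were separated here. The lineage made up 10.9% of all nuclei (10.6 to 11.1), with 5.35% OPC-like (5.19 to 5.51), 2.69% immature oligodendrocyte-like (2.58 to 2.81) and 2.81% mature oligodendrocyte-like nuclei (2.69 to 2.93). The OPC-like share varied little between libraries, from 4.84% to 5.77% with a median of 5.32%. The immature share ranged from 1.66% to 3.45% with a median of 2.68%, and the mature share from 0.967% to 4.59% with a median of 2.39%. The alternative that moved the mature share most was the removal of the nuclei of highest doublet score, which gave 2.00% mature and 2.97% immature nuclei and reversed which of the 2 stages was larger. For their doublet score, 29.8% of the nuclei in the mature class were removed, compared with 14.0% in the OPC-like and 4.995% in the immature class. The immature share moved most, to 2.09%, when oligodendrocyte markers were left out of the clustering.

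**Figure D1:**
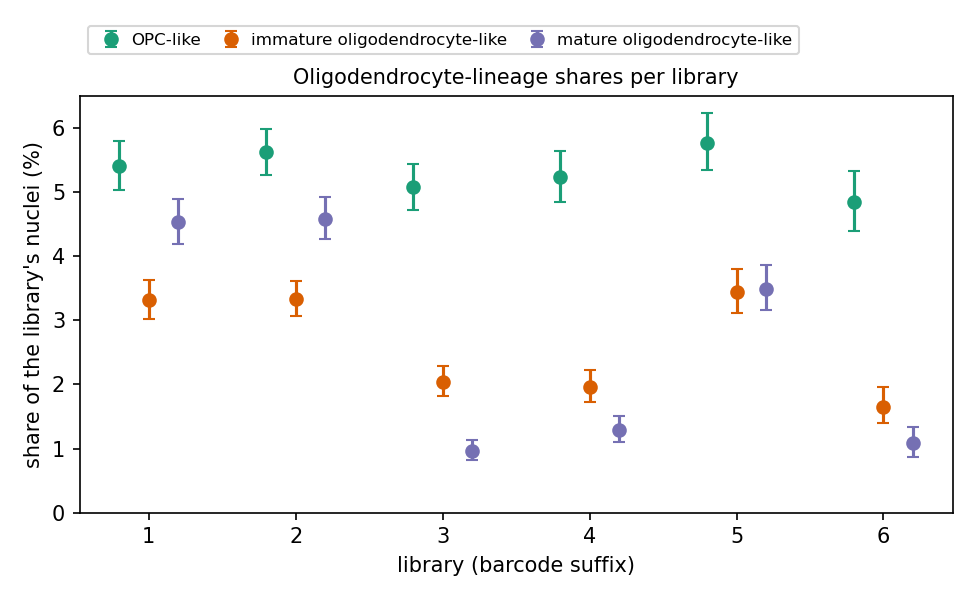
Share of each library's nuclei (%) in the OPC-like, immature and mature oligodendrocyte-like classes, for the 6 libraries named by barcode suffix; points are shares and bars 95% exact binomial intervals, which cover counting error only. The OPC-like share lay between 4.84% and 5.77% in every library, while the mature share ranged from 0.967% to 4.59%.

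Npc1 (ENSMUSG00000024413) lies on chromosome 18 from 12189692 to 12236400 on the minus strand (GRCm38) and is a protein-coding gene. Over all nuclei it was counted at 29.2 CPM (95% Poisson interval 28.7 to 29.7, 14531 UMIs). Libraries 1 to 6 gave 29.8, 32.2, 26.8, 25.5, 31.6 and 29.5 CPM. These values were not used to assign a genotype, since 3' tags of the transcript can lie outside the part that a null allele alters. Among the 14 classes Npc1 was highest in mature oligodendrocyte-like nuclei at 59.6 CPM (55.8 to 63.6), followed by OPC-like nuclei at 49.0 (45.9 to 52.2), microglia-like nuclei at 46.0 (43.2 to 49.1), choroid plexus-like nuclei at 45.1 (37.0 to 54.4) and immature oligodendrocyte-like nuclei at 43.1 (38.9 to 47.5). It was lowest in excitatory neuron-like nuclei at 21.1 CPM (20.3 to 21.9) and striatal projection neuron-like nuclei at 21.3 (20.02 to 22.7). CPM is scaled by the UMIs of a class, so this order is not one of Npc1 UMIs per nucleus. Excitatory neuron-like nuclei, for example, had a median of 8442 UMIs, compared with 3975.5 in immature nuclei. The intervals of the OPC-like, microglia-like, choroid plexus-like and immature classes overlapped. Mature nuclei were highest in 5 of 6 libraries, with a median of 56.9 CPM over libraries. In library 3 they had 46.1 CPM, below immature nuclei at 49.8 CPM and microglia-like nuclei at 47.0 CPM. Clusters of 1 class differed as well, with 79.8 and 43.6 CPM in mature clusters 21 and 25, 58.7 and 34.8 CPM in OPC-like clusters 6 and 31, and 66.6 and 35.1 CPM in microglia-like clusters 11 and 24.

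**Figure D2:**
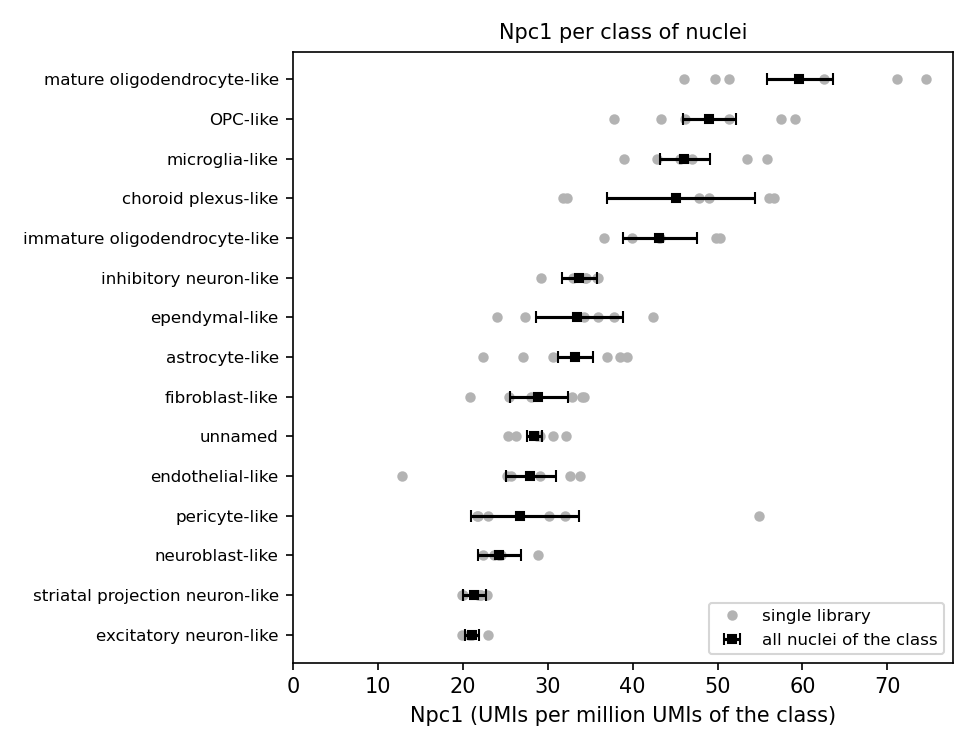
Npc1 CPM in each class of nuclei, scaled by the UMIs of the class; black squares are all nuclei of a class with 95% Poisson intervals, which cover counting error only, and grey points are single libraries. Mature oligodendrocyte-like nuclei were highest at 59.6 CPM and excitatory neuron-like nuclei lowest at 21.1 CPM, and single libraries of sparse classes such as pericyte-like nuclei scattered widely.

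Within the lineage, Npc1 was higher in mature than in OPC-like nuclei by a log2 ratio of 0.28 (0.15 to 0.41), in 6 of 6 libraries (median 0.24). It was lower in immature than in OPC-like nuclei, with a log2 ratio of -0.19 (-0.36 to -0.02), in 5 of 6 libraries (median -0.13, range -0.45 to 0.20). Setting cluster 31 aside from the OPC-like class moved both values most, to 0.023 (-0.12 to 0.17) and -0.45, so that mature and OPC-like nuclei no longer differed beyond counting error. The removal of the highest doublet scores moved the first to 0.52 instead. Between clusters of moderate depth, mature cluster 21 exceeded OPC-like cluster 6 by 0.44 (0.28 to 0.61), in 6 of 6 libraries. That excess was beyond counting error in 2 of them. Between clusters of many UMIs, cluster 25 exceeded cluster 31 by 0.32 (0.096 to 0.55), in 4 of 6 libraries and beyond counting error in 1. Immature cluster 16 lay below OPC-like cluster 6 by a log2 ratio of -0.38 (-0.58 to -0.18), and below it in 5 of 6 libraries. Only in 1 library was cluster 16 below cluster 6 beyond counting error. The lower level in the whole immature class was within counting error without library 1 (-0.17), library 2 (-0.10) or library 5 (-0.14), without cluster 38 (-0.12), and also when oligodendrocyte markers were left out of the clustering (-0.10).

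The study linked the disease to H3K27 methylation, which the methyltransferase EZH2 adds and the demethylases KDM6A and KDM6B remove. Ezh2 (ENSMUSG00000029687, chromosome 6, 47530139 to 47595341, minus strand) was counted at 49.7 CPM in OPC-like nuclei (46.7 to 53.0), 94.4 CPM in immature nuclei (88.2 to 101) and 102 CPM in mature nuclei (97.1 to 107). For comparison, neuroblast-like nuclei had 70.6 CPM, astrocyte-like nuclei 68.4 CPM, ependymal-like nuclei 58.5 CPM, endothelial-like nuclei 55.1 CPM, microglia-like nuclei 35.3 CPM and excitatory neuron-like nuclei 18.8 CPM, so OPC-like nuclei were not high among the classes. Unnamed cluster 34, with 541 nuclei and led by Top2a, was not part of the OPC-like class. It scored best for neuroblasts, but 100% of the OPC markers were at least 2-fold enriched in it. The OPC-like values of Ezh2 and the ratios to them therefore leave out any progenitors in that cluster. The log2 ratio of immature over OPC-like nuclei was 0.92 (0.79 to 1.06), above 0 in 6 of 6 libraries with a range of 0.20 to 1.34. Clustering at resolution 0.5 moved it most, to 0.39. Mature over OPC-like nuclei gave 1.04 (0.92 to 1.15), above 0 in 6 of 6 libraries. In the main analysis, mature and immature nuclei were not resolved from each other. Their log2 ratio was 0.11 (-0.01 to 0.23), above 0 in 4 of 6 libraries. The interval lay above 0 without library 1 (0.20) or library 6 (0.16), and the value was 0.014 without library 3. Clustering at resolution 0.5 gave 0.70. The ratio was also above counting error with the stricter filter, without the highest doublet scores and without oligodendrocyte markers in the clustering. The same held with TMM scaling and without cluster 38, but not at resolution 2.0. Clusters of 1 class differed, with 144 and 68.6 CPM in mature clusters 21 and 25, and 78.8 and 136 CPM in immature clusters 16 and 38.

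Kdm6b (chromosome 11, 69398508 to 69413675, minus strand) was higher in immature than in OPC-like nuclei by a log2 ratio of 0.95 (0.80 to 1.11), in 6 of 6 libraries, and in mature nuclei it was lower than in immature nuclei in 6 of 6 libraries, with a log2 ratio of -1.16 (-1.33 to -0.99). Kdm6a (chromosome X, 18162575 to 18279936, plus strand) was higher than in OPC-like nuclei by 0.41 (0.30 to 0.52) in immature and by 0.70 (0.62 to 0.79) in mature nuclei, each in 6 of 6 libraries. Summed over the 9 genes of the H3K27 methylation set, which includes these 3, the log2 ratio was 0.38 (0.34 to 0.43) for immature and 0.34 (0.30 to 0.38) for mature over OPC-like nuclei, each above 0 in 6 of 6 libraries. In each of these comparisons 7 of the 9 members were above 0. The stricter nuclei filter lowered the immature value to 0.26, and setting cluster 31 aside lowered the 2 values to 0.26 and 0.22.

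Of the lineage transcription factors, Sox10 (chromosome 15, 79154908 to 79165240, minus strand) was counted at 154 CPM in OPC-like, 349 CPM in immature and 163 CPM in mature nuclei, compared with 2.45 CPM in excitatory neuron-like nuclei. Immature nuclei exceeded OPC-like nuclei in 6 of 6 libraries (log2 ratio 1.18, 1.11 to 1.25). Olig2 (chromosome 16, 91225457 to 91228677, plus strand) was lower in mature than in OPC-like nuclei in 6 of 6 libraries, with a log2 ratio of -0.76 (-0.98 to -0.54). For immature over OPC-like nuclei, Olig2 lay above 0 in 3 of 6 libraries.

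The study examined H3K27 marks at the promoters of Lhfpl4, Cpeb1 and Kcna6. Lhfpl4 was counted at 42.8 CPM in OPC-like, 28.8 CPM in immature and 29.4 CPM in mature nuclei. The log2 ratios to OPC-like nuclei were -0.57 (-0.77 to -0.37) and -0.54 (-0.71 to -0.38), each below 0 in 6 of 6 libraries. Cpeb1 fell from 53.9 CPM in OPC-like to 32.3 CPM in immature and 33.4 CPM in mature nuclei, below 0 in 5 and 6 of 6 libraries. Kcna6 was counted at 40.3, 30.2 and 51.3 CPM in the 3 stages. Its log2 ratio to OPC-like nuclei was -0.41 (-0.62 to -0.21) for immature nuclei, below 0 in 6 of 6 libraries. For mature nuclei it was 0.35 (0.21 to 0.49), above 0 in 6 of 6 libraries. Microglia-like nuclei held 35.0 CPM of Lhfpl4, 47.5 CPM of Cpeb1 and 29.7 CPM of Kcna6, and endothelial-like nuclei held 26.0, 33.3 and 33.6 CPM. The levels in immature nuclei were thus at or below those of microglia-like nuclei or within their counting intervals, so they were not separated from RNA of other cells at this depth. Kcna6 in mature nuclei, in contrast, was above its level in microglia-like and endothelial-like nuclei. Lhfpl4, Cpeb1 and Kcna6 were not recomputed without the nuclei of highest doublet score. Those nuclei made up 57.7% of mature cluster 25, which held 55.8% of the UMIs of its class. Doublets are therefore not excluded as a source of the Kcna6 level.

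Cholesterol biosynthesis genes were higher in later stages. Their sum was 501 CPM in OPC-like nuclei (491 to 511), 973 CPM in immature nuclei (953 to 993) and 1187 CPM in mature nuclei (1170.0 to 1205), compared with 484 CPM in microglia-like and 1089 CPM in astrocyte-like nuclei. The log2 ratio to OPC-like nuclei was 0.96 (0.92 to 1.00) for immature and 1.25 (1.21 to 1.28) for mature nuclei. Each was above 0 in 6 of 6 libraries and in all 22 genes. The immature value ranged from 0.18 to 1.28 over libraries (median 0.88), and clustering at resolution 0.5 moved it most, to 0.22. Cluster 38, with 409 of the 2042 immature nuclei, had 1859.8 CPM of the set, compared with 638 CPM in cluster 16, and without it the ratio was 0.35 (0.30 to 0.40).

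The neuronal and synaptic set summed to 39238 CPM in OPC-like, 17566 CPM in immature and 25043 CPM in mature nuclei. It was lower in immature than in OPC-like nuclei by a log2 ratio of -1.16 (-1.17 to -1.15), and below 0 in 6 of 6 libraries and in 25 of 26 genes, with Gria2 the exception at 0.052. Clustering at resolution 0.5 moved this value most, to -0.41. The log2 ratio of mature over immature nuclei was 0.51 (0.50 to 0.52), above 0 in 5 of 6 libraries. That direction was not stable, because it was -0.42 after removal of the highest doublet scores and -0.38 at resolution 0.5. Microglia-like nuclei held 40780.0 CPM and endothelial-like nuclei 24842 CPM of the same set, so neuronal RNA was present in non-neuronal classes at levels like those of the oligodendrocyte stages. The microglial activation set gave a log2 ratio of 0.38 (0.34 to 0.42) for immature over OPC-like nuclei, above 0 in 6 of 6 libraries. Of its 18 members, 12 were above 0 and 5 below. For mature over OPC-like nuclei the set gave -0.16 (-0.20 to -0.13), above 0 in 2 of 6 libraries. The median over libraries was -0.31 (range -0.53 to 0.73), with 4 members above 0 and 14 below.

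Mbp (chromosome 18, 82475146 to 82585637, plus strand), which encodes myelin basic protein, was used to measure RNA from other cells in the droplets. Mature oligodendrocyte-like nuclei had 5366 CPM, and OPC-like nuclei 549.8 CPM. Outside the lineage, the lowest class of libraries 1 to 6 had 289, 368, 113, 102, 268 and 46.5 CPM, and it was excitatory neuron-like in libraries 1, 2 and 5 and inhibitory neuron-like in the others. The highest class had 2933, 2284, 782, 569.6, 2155 and 595 CPM, and it was ependymal-like in libraries 1, 3 and 4, pericyte-like in library 2 and fibroblast-like in libraries 5 and 6. After thinning to 2000 UMIs per nucleus, 49.8% of 3617 OPC-like nuclei (48.2 to 51.5) and 45.5% of 3067 microglia-like nuclei (43.7 to 47.3) held an Mbp UMI, with 443 and 1147 shallower nuclei left out. These shares join libraries that differ in Mbp. Within libraries they ranged from 17.7% to 71.5% (median 48.1%) and from 15.7% to 73.5% (median 46.4%), the 2 intervals overlapped in 6 of 6 libraries, and OPC-like nuclei were lower in libraries 2 and 3. The unthinned shares over all libraries were 68.3% and 63.9%, at median depths of 3503.5 and 2661 UMIs. The ratio of Mbp CPM in OPC-like over microglia-like nuclei ranged from 0.953 to 1.26 over the 6 libraries (median 1.01). The clusters of these classes differed. OPC-like cluster 6 had 0.684 to 1.17 times the Mbp CPM of microglia-like cluster 11 (median 0.7997), below it beyond counting error in 5 of 6 libraries and above it in none. Cluster 6 was the deeper of the 2, at a median of 3159.5 compared with 2260.0 UMIs, and per nucleus it held 1.07 to 1.38 times the Mbp UMIs (median 1.14), above cluster 11 beyond counting error in 3 of 6 libraries. Cluster 31 had 1.40 to 2.15 times the Mbp CPM of microglia-like cluster 24, of like depth, above it beyond counting error in 6 of 6 libraries.

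**Figure D3:**
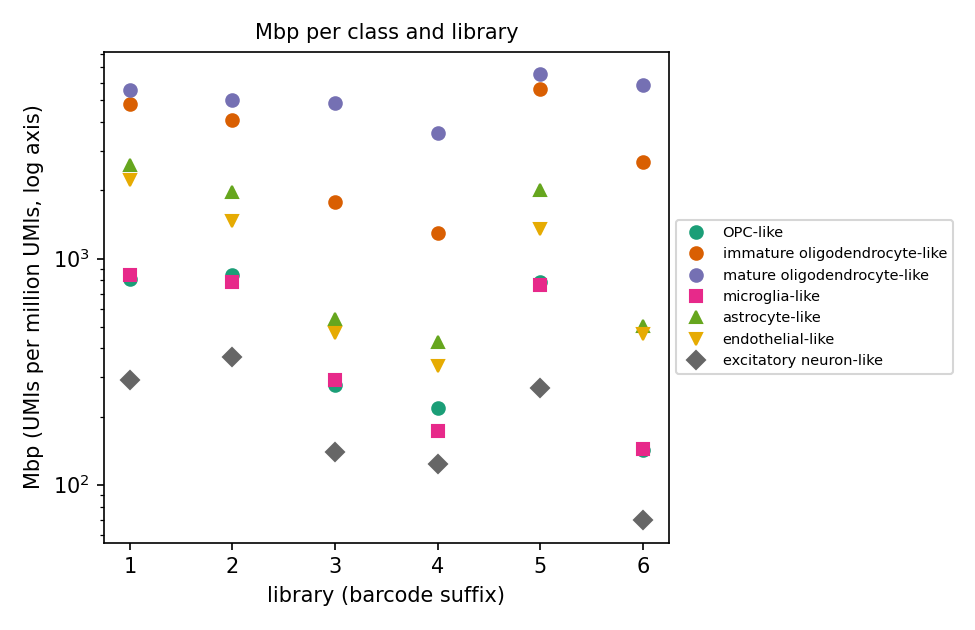
Mbp CPM (log axis) in 7 classes of nuclei in each of the 6 libraries named by barcode suffix. OPC-like and microglia-like nuclei lay close together in each library, with ratios between 0.953 and 1.26, below astrocyte-like and endothelial-like nuclei.

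Sex-linked genes were examined per library. Xist (chromosome X, 103460366 to 103483254, minus strand), the long non-coding RNA of the inactive X chromosome, was counted at 1268 CPM in library 1, 1262 CPM in library 3 and 422 CPM in library 6, and at 4.11, 4.71 and 1.92 CPM in libraries 2, 4 and 5. The 4 Y-linked genes together gave 359.6, 370.3 and 421 CPM in libraries 2, 4 and 5, and 0.226, 1.19 and 0.156 CPM in libraries 1, 3 and 6. In excitatory neuron-like nuclei of over 5000 UMIs, counted without thinning at median depths of 9406, 9304 and 9418.5 UMIs in libraries 1, 3 and 6, 97.1% of 1980 nuclei in library 1 (96.3 to 97.8) and 97.7% of 2172 nuclei in library 3 (97.0 to 98.3) held an Xist UMI, compared with 42.7% of 1436 nuclei in library 6 (40.1 to 45.3). In libraries 2, 4 and 5 this share was 0.742%, 0.931% and 0.619%.

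**Figure D4:**
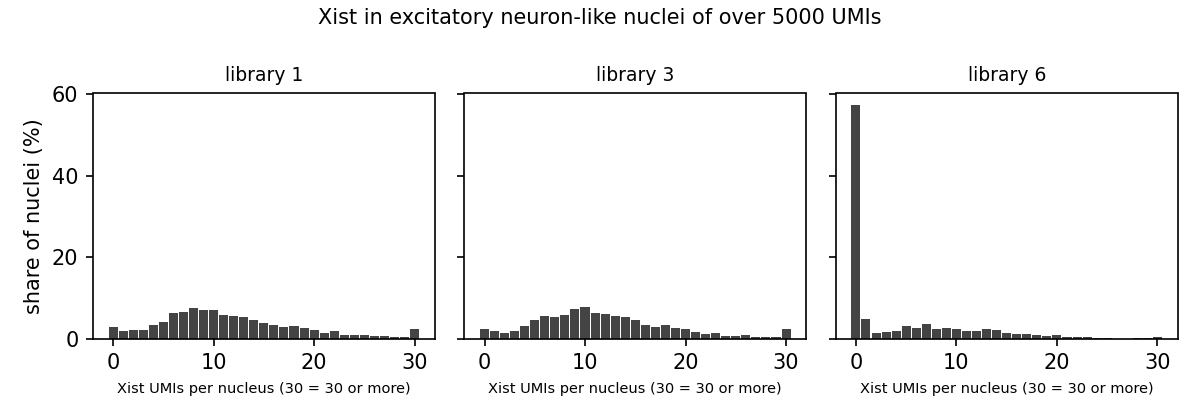
Share of excitatory neuron-like nuclei of over 5000 UMIs (%) by number of Xist UMIs per nucleus in libraries 1, 3 and 6; the last bar collects nuclei of 30 or more. Libraries 1 and 3 have 1 broad peak, and library 6 has a second, larger peak at 0, since only 42.7% of its nuclei held Xist.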

Values the study reported

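The study reported about 13,000 nuclei from each mouse at about 80,000 reads per cell. It removed nuclei above a mitochondrial threshold of 0.10. It reported 1764 differentially expressed genes between genotypes in immature oligodendrocytes, more than in any other cluster, and a log2 fold change of −0.726 for Ezh2 in immature oligodendrocytes of Npc1−/− mice.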

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

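The test of counting error for the fibroblast-like share was chosen after the result was seen, and that for the H3K27 methylation set before its interval was computed.

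In 42 measures, the highest and the lowest of the 6 libraries were compared with the other libraries by Dixon's ratio, the gap to the nearest library divided by the whole range. Chance alone puts about 1 in 20 such groups past the limit, and 2 of the 42 measures were past it, which is about the number that chance gives. The libraries carry no group here, so no biological explanation was tested for either.

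The fibroblast-like share of library 3 was 3.52%, compared with 2.35% to 2.66% in the other 5 libraries, a gap of 0.736 of the range. Counting error alone is argued against, since the lower bound of the exact interval of library 3 was 3.23%, above the highest share of the others. Most of the class lay in cluster 17, which held 2.54% of the nuclei of library 3, and in cluster 32 library 3 was not the highest (0.974% compared with 1.04% in library 1). Library 3 also had the highest neuroblast-like share, 6.34%, compared with 2.21% to 4.31% in the other libraries. The depth of library 3 was within the range of the others. How much of the meninges and of neighbouring regions was taken with each forebrain was not tested and stays open.

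The H3K27 methylation set had a log2 ratio of immature over OPC-like nuclei of 0.58 in library 6, compared with 0.31 to 0.41 in the other libraries, a gap of 0.628 of the range. Library 6 had only 136 immature nuclei, with 416 UMIs of the set. The lower bound of its interval was 0.41, which equals the highest of the other libraries at this rounding and lies just under it, so counting error remains a possible explanation, by a narrow margin.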

How the results depend on the processing

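The removal of the highest doublet scores, the clustering without oligodendrocyte markers, the TMM scaling and the clusters set aside from a class were chosen after the data were seen; the others were chosen before.

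Shares of nuclei, Npc1 over all nuclei, and log2 ratios between stages were recomputed, 19 results in all. Under the alternatives other than leaving out a library, 46 of 127 values stayed within the counting interval of the main value, 79 moved outside it and 2 reversed. These intervals are narrow, because they cover counting error only. Except for the 2 reversals, every log2 ratio kept its sign. The causes of the shifts were not tested unless stated.

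At resolution 0.5, the immature share was 2.45%, the mature share 3.33% and the unnamed share 23.7%. Ezh2 was 0.39 for immature over OPC-like and 0.70 for mature over immature nuclei, the cholesterol set 0.22 (immature over OPC-like) and 1.38 (mature over OPC-like), the H3K27 set 0.27 (immature over OPC-like), and Mbp 0.30 for OPC-like over microglia-like nuclei, compared with 0.25 in the main analysis. This Mbp value joins libraries that differ in Mbp and in class shares, and within libraries the ratio of CPM had a median of 1.01 and was below 1 in 3 of 6, so the Mbp values here follow the joined sum only. The neuronal set was -0.41 (immature over OPC-like), -0.79 (mature over OPC-like) and -0.38 (mature over immature), the last reversed. At resolution 2.0, the mature share was 2.67%, the unnamed share 22.4%, the neuronal set -0.62 (mature over OPC-like) and 0.55 (mature over immature), and Mbp 0.18.

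With the stricter nuclei filter, the OPC-like share was 5.13%, the immature share 2.99% and the unnamed share 27.3%. Ezh2 was 0.69 (immature over OPC-like) and 0.30 (mature over immature), the cholesterol set 0.78 and the H3K27 set 0.26 (both immature over OPC-like), Mbp 0.18, and the neuronal set -0.66, -0.60 and 0.063, in the order immature over OPC-like, mature over OPC-like and mature over immature.

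With the highest doublet scores removed and the nuclei clustered again, the lineage share was 9.97%, with 4.998% OPC-like, 2.97% immature and 2.00% mature nuclei, and 28.4% were unnamed. Npc1 over all nuclei was 28.7 CPM. Npc1 was -0.39 (immature over OPC-like) and 0.52 (mature over OPC-like), the cholesterol set 0.85 and 1.47, and the H3K27 set 0.33 and 0.45, in the same order. Ezh2 was 0.79, 1.27 and 0.49, and the neuronal set -0.99, -1.41 and -0.42, with mature over immature last and, for the neuronal set, reversed. Mbp was 0.089. This step removed 65.4% of OPC-like cluster 31, whose nuclei had a median of 11143 UMIs, and 57.7% of mature cluster 25, with a median of 7105.5 UMIs.

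Clustering without oligodendrocyte markers gave an immature share of 2.09%, a mature share of 3.29% and an unnamed share of 27.9%. Ezh2 was 0.62 (immature over OPC-like) and 0.48 (mature over immature), the cholesterol set 0.31 and 1.34 (immature and mature over OPC-like), and the neuronal set -0.92, -0.78 and 0.14. With TMM scaling, Ezh2 was 0.25 (mature over immature), the cholesterol set 1.34 and the H3K27 set 0.44 (both mature over OPC-like), the neuronal set -1.20, -0.55 and 0.65, and Mbp 0.34. The TMM factors ranged from 0.778 (excitatory neuron-like) to 1.21 (choroid plexus-like).

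With cluster 31 set aside from the OPC-like class, the ratios of immature and mature over OPC-like nuclei were -0.45 and 0.023 for Npc1, 0.67 and 0.79 for Ezh2, 0.81 and 1.09 for the cholesterol set, 0.26 and 0.22 for the H3K27 set, and -0.83 and -0.31 for the neuronal set, and Mbp was 0.55. With cluster 38 set aside from the immature class, Ezh2 was 0.66 (immature over OPC-like) and 0.37 (mature over immature), the cholesterol set 0.35 (immature over OPC-like), and the neuronal set -0.93 (immature over OPC-like) and 0.28 (mature over immature). With cluster 30 set aside from the microglia-like class, Mbp was 0.53.

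The immature share was below the mature share in the main analysis, at resolution 0.5 and without oligodendrocyte markers, and above it under the other clusterings. Within libraries it was below the mature share, beyond their intervals, in libraries 1 and 2 and above it in libraries 3, 4 and 6, so these data give no single order of the 2 shares. Ezh2 in mature over immature nuclei, within counting error in the main analysis (0.11), was above it under the alternatives other than resolution 2.0 (0.10) and, among libraries left out, without library 1 (0.20) or library 6 (0.16). Npc1 in immature over OPC-like nuclei was within counting error without oligodendrocyte markers in the clustering (-0.10), without cluster 38 (-0.12) and without library 1 (-0.17), library 2 (-0.10) or library 5 (-0.14). Depth limits the values of single libraries, such as Npc1 in the immature nuclei of library 6, which rests on 24 UMIs.

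Leaving out each library in turn reversed no result; 70 of 114 values stayed within the interval of the main value and 44 moved. The lineage share ranged from 10.1% to 11.5%, the OPC-like share from 5.28% to 5.42%, the immature share from 2.52% to 2.85%, the mature share from 2.33% to 3.25% and the unnamed share from 29.1% to 29.7%. Npc1 ranged from 28.4 to 29.9 CPM over all nuclei, from -0.27 to -0.10 for immature and from 0.23 to 0.35 for mature over OPC-like nuclei. Ezh2 ranged from 0.83 to 1.03 (immature over OPC-like), 0.99 to 1.09 (mature over OPC-like) and 0.014 to 0.20 (mature over immature). The cholesterol set ranged from 0.87 to 1.05 and from 1.21 to 1.28, and the H3K27 set from 0.37 to 0.40 and from 0.33 to 0.36, for immature and mature over OPC-like nuclei. The neuronal set ranged from -1.24 to -1.09, from -0.68 to -0.63, and for mature over immature nuclei from 0.42 to 0.60. Mbp in OPC-like over microglia-like nuclei ranged from 0.18 to 0.31.

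Between genotypes, no paired analysis was possible because the libraries of the matrix carry no replicate number or genotype. For the same reason, the alternatives that compare genotypes gave no value. These were DESeq2, the scaling, filter, replicate block and Y-linked covariate of the count models, rank-sum tests over nuclei with and without imputation, other call thresholds, thinned class sums, clustering without called genes, the transforms and count model for shares, the set tests and the comparison with excitatory neuron-like nuclei only. Stages, in contrast, were compared within each library. Scrublet's automatic calls were also to be removed but were not used because they took at most 0.061% of the nuclei in libraries 4 to 6.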

Other observations

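The tests of depth and of male nuclei for Xist, the Mbp tests across classes and clusters, the test of sex and the test of doublets were chosen after the results were seen, while those of X-linked genes and of shared barcodes were chosen before; the limits that decided them were set after the data had been seen.

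Library 6 fell between the other libraries in Xist, in large part because only some of its nuclei held it. The level was lower in nuclei with Xist as well. In excitatory neuron-like nuclei of over 5000 UMIs with Xist, the median was 8 Xist UMIs, compared with 11 in libraries 1 and 3. A failure to detect Xist in shallow nuclei is argued against, since only 42.7% of excitatory neuron-like nuclei of over 5000 UMIs held Xist in library 6, compared with 97.1% and 97.7% in libraries 1 and 3 at like depth. A mixture with nuclei of a male mouse is argued against too: the 4 Y-linked genes gave 0.231 CPM (2 UMIs) in the 823 nuclei without Xist, whereas libraries 2, 4 and 5 had 359.6, 370.3 and 421 CPM. Activity of both X chromosomes is argued against by all other X-linked genes together, whose ratio of nuclei without over nuclei with Xist was 1.00 (0.996 to 1.01). Of the tested explanations, nuclei with a single X chromosome remain. Kdm6a, Kdm5c, Eif2s3x and Ddx3x, which escape X inactivation, were lower in nuclei without Xist, with a ratio of 0.789 (0.735 to 0.846) for their sum and a ratio below 1 for each gene. The ratio was 0.791 (0.694 to 0.8995) in striatal projection neuron-like and 0.729 (0.622 to 0.854) in inhibitory neuron-like nuclei. Over the 14 classes, the share of nuclei with Xist after thinning to 2000 UMIs ranged from 27.3% to 51.7% in library 6 (median 40.4%), compared with 74.7% to 95.7% in library 1. Without thinning it ranged from 29.5% to 55.1% in library 6 and from 82.0% to 96.7% in library 1. A candidate explanation is a female mouse mosaic for loss of 1 X chromosome across cell lineages. A mixture of nuclei from an XX and an X0 mouse, and a structural change that removes Xist and the escape genes, were not tested.

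Values that separate the libraries are given without explanation, because no library has a genotype here. Mbp over all nuclei was 1344, 1182, 339.7, 266, 948 and 239 CPM in libraries 1 to 6. The mature oligodendrocyte-like share was 4.54%, 4.59%, 0.967%, 1.30%, 3.49% and 1.083%, and the immature share 3.31%, 3.33%, 2.04%, 1.96%, 3.45% and 1.66%. The microglia-like share was 4.36%, 4.79%, 6.52%, 6.32%, 5.02% and 6.90%. Gpnmb, a member of the microglial activation set, was 1.03, 1.32, 61.4, 35.6, 0.00 and 48.8 CPM in microglia-like nuclei (0 of 2184123 UMIs in library 5, which allows up to 1.37 CPM), and Lgals3, of the same set, 2.40, 2.11, 49.2, 21.8, 0.458 and 24.8 CPM. Over all libraries, most of these UMIs were in cluster 30, led by Mrc1, F13a1, Cd163 and Gpnmb, and not in the other clusters of the class. Gpnmb was 217 CPM in cluster 30 over all libraries, compared with 2.19 and 0.843 CPM in clusters 11 and 24, and Lgals3 was 137 CPM, compared with 5.49 and 1.52 CPM. Within cluster 30, Gpnmb was 0.00, 8.36, 346, 324, 0.00 and 549 CPM in libraries 1 to 6, where the values of 0 allow up to 10.1 CPM in library 1 and 16.2 CPM in library 5. Gpnmb and Lgals3 were singled out after their values were seen. Of the 2 clusters of the immature class, cluster 38 held 0.915%, 0.875%, 0.128%, 0.0738%, 0.954% and 0.134% of nuclei in libraries 1 to 6, and cluster 16 held 2.396%, 2.46%, 1.91%, 1.89%, 2.49% and 1.52%. Each of the measures over all nuclei and classes fell into 2 separate clusters of libraries, 1, 2 and 5 and 3, 4 and 6, which do not follow suffix order. The lowest UMI count of a barcode differed, however, from 415 in library 6 to 2172 in library 4. Microglia-like nuclei under 2000 UMIs were 239 of 600, 172 of 771, 83 of 964, 0 of 770, 315 of 542 and 338 of 567 in libraries 1 to 6. The microglia-like shares were not compared at a common depth limit, so their split is not shown to hold apart from depth. Sex does not account for the Mbp values, since libraries 2, 4 and 5, which all held Y-linked UMIs at 359.6 CPM or above, differed 4.44-fold, from 266 to 1182 CPM.

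Other classes differed between libraries in other ways. The endothelial-like share was 4.62%, 4.88%, 5.13%, 5.07%, 1.79% and 1.64% in libraries 1 to 6, and the pericyte-like share 1.03%, 0.944%, 0.987%, 1.27%, 0.389% and 0.536%. Of the 430 nuclei in unnamed cluster 36, led by Egr4, 354 were in library 4. Unnamed cluster 19, led by Mbp and mitochondrial genes, held 3.06%, 2.71%, 2.95%, 0.172%, 1.04% and 0.682% of the nuclei. The largest unnamed cluster, cluster 1 with 6607 nuclei and a median of 1908 UMIs, held 10.4%, 9.67%, 7.04%, 1.88%, 10.9% and 14.3%. No explanation was tested for these values.

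Mbp UMIs were found in nuclei of every class outside the oligodendrocyte lineage. A pool of free RNA taken up alike by all droplets would give like numbers of Mbp UMIs per nucleus, but within each library the highest class exceeded the lowest at least 3.51-fold, which argues against it as the only source. For OPC-like cluster 6 compared with microglia-like cluster 11 this was not decided, because the ratio of Mbp UMIs per nucleus had a median of 1.14 over libraries and was above 1 beyond counting error in 3 of 6, while the ratio of CPM was below 1 beyond counting error in 5 of 6 and above it in none. For OPC-like cluster 31 it is argued against as the only source, because its Mbp UMIs per nucleus were at least 1.44 times those of microglia-like cluster 24 in the 6 libraries. Whether doublets or immature oligodendrocytes in cluster 31 bring this Mbp was not tested.

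The neuronal and synaptic set was higher in mature than in immature oligodendrocyte-like nuclei, with a log2 ratio of 0.51. Doublets of oligodendrocytes and neurons are a candidate explanation. Without the nuclei of highest doublet score and with all other labels kept, the ratio was -0.32 (-0.33 to -0.31), and it was above 0 in 0 of 6 libraries, compared with 5 of 6 before. The score is itself computed from expression, so the step may also remove single nuclei that contain neuronal RNA.

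The same 16-base barcode occurred in 2 libraries 635 times over the 15 pairs of libraries. Index swapping, which assigns reads of 1 nucleus to 2 libraries, is argued against as the source of most of these. The members of a pair were in the same class in 16.1% of cases (13.3 to 19.2), compared with 15.02% for chance pairs of those libraries. Barcodes of library 6 shared with libraries 1 to 5 were in the same class in 8 of 31, 11 of 36, 8 of 33, 3 of 20 and 5 of 22 cases. Chance gives 4.98, 5.67, 5.14, 3.21 and 3.52, so swapping in a part of those cases stays open. The other pairs of libraries lay on each side of chance. If barcodes were drawn at random, the number of shared barcodes implies a pool of 2958257 to 5006632 barcodes, depending on the pair. The labels name a v2 kit, whose barcode list was not available here but is thought to be smaller than this pool, so the kit named in the labels may be wrong.

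The median of 12981 barcodes per library lay within 1.5 times the number of nuclei quoted from the study above, and library 6 did not. Library 6 held 8217 barcodes. That is lower than the value quoted from the study above.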
